A study of Mus musculus with 2 samples. Its data were reported in "Loss of Kat2a enhances transcriptional noise and depletes acute myeloid leukemia stem-like cells" (2020).

How the data were processed

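The files hold single-cell RNA-seq of mouse *MLL-AF9* acute myeloid leukemia, a leukemia made by retroviral expression of a fusion oncogene in bone marrow cells and grown in irradiated recipients. Per the labels, the donor mice carried floxed *Kat2a* alleles and were treated with pIpC, which switches on the Mx1-Cre recombinase where it is present, and marrow was taken 4 to 6 weeks later. Terminal leukemias were pooled by genotype before capture, 5 for *Kat2a* WT and 4 for *Kat2a* KO, and live reporter-positive cells were sorted for 10x Genomics 3′ libraries aimed at 6000 cells each. There was therefore 1 library per genotype, and the individual leukemias inside a pool carry no label.

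The deposited values are counts: the authors ran Cell Ranger on the reads and deposited 1 matrix of UMI counts (unique molecular identifiers, each standing for 1 captured transcript) with 27998 genes and 8309 called cells. The matrix was not normalized. The genome build and annotation behind the expression counts are not known here. Positions given here are those of GENCODE M21 (GRCm38), matched on Ensembl gene identifiers, and may differ from the build used for counting. The symbols of 56 names are shared by more than 1 gene, and these genes were kept apart by identifier.

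Both libraries lie in the same matrix and are told apart by the number that ends each cell barcode. The labels do not say which number is which genotype. The assignment was taken from the analysis code published with the study, which treats barcodes ending in 1 as Cre-positive cells, together with the labels' statement that Cre-positive donors gave the KO leukemias. It was checked against the per-gene means published with that code, which fixes the bookkeeping of the study but not the identity of the tubes. The library assigned in this way is called the library labelled KO, and the other the library labelled WT, because the targeted gene went against the labels.

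The limits on cells and genes were those of the study. Cells with 500 or more detected genes were kept, 7411 in all, and genes with a UMI in at least 10% of kept cells of both libraries together formed the robust set of 2737 genes. The study words its limit as 10% of all cells, and with every deposited cell as the base 2592 genes passed, which was run as an alternative. Mean expression was the sum of UMIs of a gene scaled to CPM (counts per 1e6 UMIs). The coefficient of variation (CV, standard deviation over mean) was computed on counts scaled to 10000 per cell, a linear scale. On natural log values, ln(1 + scaled count), only differences and SDs were used. Burst frequency and burst size came from a moment estimator of the bursty limit of the promoter model, in which frequency is the inverse of the squared CV after subtraction of the counting variance and size is the remaining variance over the mean. The Bayesian fit used in the study was not used here, so these values are on another scale than its own. Genes whose variance did not exceed the counting variance in both libraries gave no burst value.

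Because depth per cell differed between the libraries, each cell with at least 1000 UMIs was also thinned to 1000 UMIs drawn without replacement. That left out 66 kept cells of the library labelled WT and 194 of the library labelled KO. Pairwise distance between cells was the square root of (1 − Spearman correlation)/2 over robust genes. Clusters came from k-means with 12 clusters and 10 starts on 20 principal components of log values over 782 variable genes, the 500 most variable of each library together. A cluster was named only where at least 3 preset markers of a cell class were raised 1.5-fold or more, at least 2 of them were among the 10 leading genes by fold, and cell cycle genes did not outnumber them there. The markers were fixed in advance, but this scoring rule was set after a looser one, 1 marker among the leading genes, had been seen to name more clusters. It keeps out of any class cluster 1 (8.20% of kept cells in the library labelled WT and 14.0% in the library labelled KO), cluster 4 (11.9% and 6.63%), cluster 7 (5.74% and 12.1%) and cluster 12 (4.29% and 3.58%). Cluster shares were compared only where none of the 10 leading genes differed 1.5-fold or more between the libraries within the cluster, which left 3 clusters. That limit too was set after the values were seen, and a limit of 2-fold would have left 8.

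Doublets were kept in the main analysis. Scrublet with its own threshold marked 5 of 8309 cells, or 0.0602%, which was too few for the caller to be taken as working, so the 5% of cells of each library with the highest Scrublet score (203 in the library labelled WT and 212 in the library labelled KO) were left out as an alternative.

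With 1 library per genotype no test between genotypes was possible, and no p-value, standard error or number of changed genes was derived from cells. Sums of UMIs carry exact Poisson intervals and shares carry exact (Clopper-Pearson) binomial intervals, all at 95%. They cover counting error only, and not the variation between leukemias or libraries. The median of a gene list was placed among the medians of 10000 random lists of robust genes of the same size, matched in 20 bins of mean expression, as a description of these libraries. The lists were a self-renewal list and a differentiation list of 12 genes each, a translation list of 125 robust genes (ribosomal proteins and translation factors) and the 13 genes whose promoters the study assayed for factor binding. Besides *Kat2a* and 6 other genes fixed in advance, genes were named by size: the 5 largest and 5 smallest log2 ratios of mean expression and the 5 largest log2 ratios of CV after thinning. Members of the lists were also open to naming, and any other gene named was chosen after its values were seen.

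The calculations were tested on simulated data. Gamma-Poisson counts were drawn for 2737 genes with the cell totals of both libraries, with 200 genes raised 2-fold in mean and 200 other genes lowered 2-fold in burst frequency. The median log2 ratio of mean recovered for the raised genes was 1.00, and that of burst frequency for the lowered genes was −0.96, with 0.00 for the burst frequency of unchanged genes. In unchanged genes the difference in depth alone gave a median log2 ratio of CV of 0.14, and 0.001 after thinning. In the genes with a lower burst frequency it was 0.30, and 0.11 after thinning.

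Alternatives fixed before the data were examined covered the cell and gene filters, mitochondrial share, doublet removal, matching or thinning of depth, the scaling of counts, reweighting of clusters, the distance measure and the number of clusters. A cell was to be left out above 10% mitochondrial UMIs, but 0 cells passed that limit, so this filter changed nothing. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 and matplotlib 3.10.9.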

Results

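The study asked how loss of *Kat2a*, which encodes a histone acetyltransferase, changes transcript levels and their variability from cell to cell in *MLL-AF9* leukemia. The data were 2 single-cell libraries, 1 from a pool of 5 leukemias labelled *Kat2a* WT and 1 from a pool of 4 labelled *Kat2a* KO. None of the differences between genotypes therefore has a replicate check, and every interval covers counting error only.

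The library labelled WT held 4069 cells with 11892536 UMIs and the library labelled KO held 4240 cells with 8585416 UMIs. The median depth was 2502 UMIs and 1019 genes per cell in the library labelled WT, against 1674 UMIs and 751 genes in the library labelled KO. The filter of 500 genes removed 203 cells of the library labelled WT (4.99%, 4.34 to 5.70%) and 695 cells of the library labelled KO (16.4%, 15.3 to 17.5%). It kept 3866 and 3545 cells, with medians of 2588.5 and 1884 UMIs. After thinning to 1000 UMIs, which left out 66 and 194 kept cells, the median number of genes per cell was 563 in the library labelled WT and 557 in the library labelled KO. The unthinned medians over kept cells were 1050.5 and 819 genes.

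**Figure D1:**
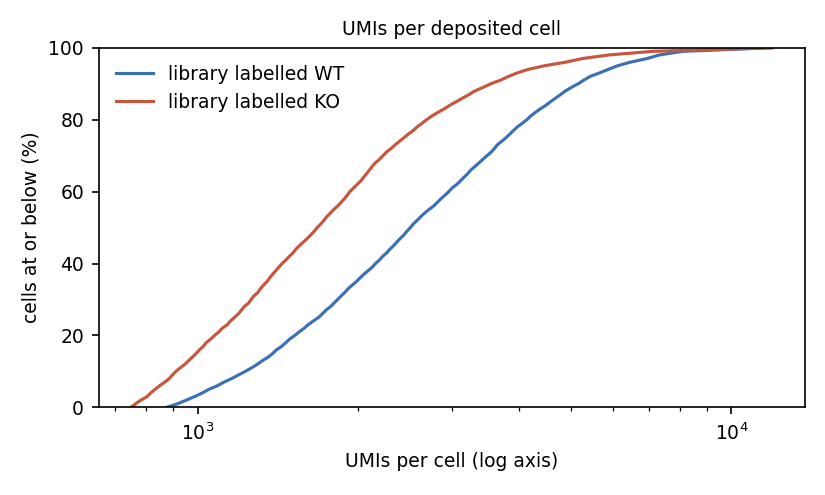
Share of deposited cells (%) at or below each number of UMIs per cell (log axis), 1 line per library. The line of the library labelled KO lies to the left, with a median of 1674 UMIs against 2502.

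The targeted gene was examined first. *Kat2a* (ENSMUSG00000020918) lies on chromosome 11 at 100704746 to 100712465 on the minus strand in GENCODE M21 (GRCm38), and has 18 exons. The last exon, at 100704746 to 100705431, is the part nearest the 3′ end that this assay reads, and it is kept in the transcript of the excised allele, so the assay need not show a loss. In kept cells the library labelled WT had 142 *Kat2a* UMIs (12.2 CPM, 10.2 to 14.3) and the library labelled KO had 759 (95.8 CPM, 89.1 to 103). The level was thus 7.88-fold higher in the library labelled KO, a log2 ratio of 2.98 (2.72 to 3.25), in the direction opposite to the label. It moved most, to 3.24, with every cell thinned to 1000 UMIs, and ran from 2.92 to 3.05 under other filters on cells and another scaling. All 12 clusters had a higher level in the library labelled KO, with log2 ratios from 1.69 to 4.41. The direction of every difference reported here depends on the assignment of the libraries, which this gene goes against.

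**Figure D2:**
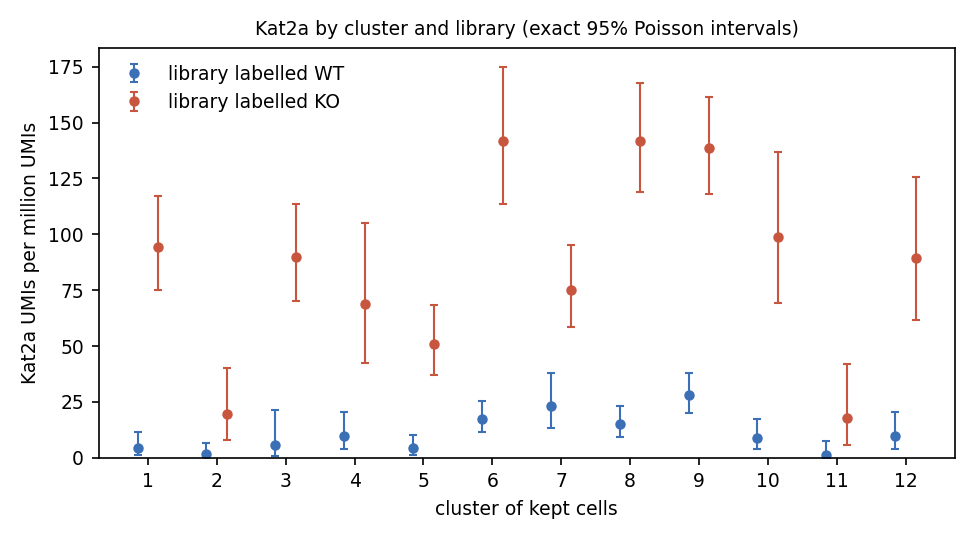
*Kat2a* counts per 1e6 UMIs (CPM) in each of the 12 clusters of kept cells, by library; points are sums over cells and bars are exact 95% Poisson intervals. The library labelled KO is higher in each cluster, with log2 ratios from 1.69 to 4.41.

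The related acetyltransferase gene *Kat2b* was rare, with 52 UMIs (4.46 CPM, 3.33 to 5.84) in the library labelled WT and 22 (2.78 CPM, 1.74 to 4.21) in the library labelled KO, a log2 ratio of −0.68 (−1.47 to 0.06), which was −1.45 (−2.98 to −0.19) in cells with 1000 or more genes, so that whether the interval included 0 depended on the cells used. *Gabpa* had 20.7 CPM (18.2 to 23.5) in the library labelled WT and 26.1 CPM (22.7 to 29.9) in the library labelled KO, a log2 ratio of 0.33 (0.06 to 0.61) that was 0.11 (−0.37 to 0.58) after thinning to 1000 UMIs and 0.60 (0.27 to 0.93) in cells with 1000 or more genes. *Myc* had 40.1 CPM (36.6 to 43.9) and 42.0 CPM (37.6 to 46.8), a log2 ratio of 0.07 whose interval (−0.14 to 0.27) included 0, but it was 0.45 (0.07 to 0.83) after thinning to 1000 UMIs.

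The first comparison concerned mean expression over the 2737 robust genes. The median log2 ratio of CPM, library labelled KO over library labelled WT, was 0.07, and 39.8% of genes were below 0. It moved most in cells matched on total UMIs, 2772 from each library, to 0.11. On the log-normalized scale of the study the median difference in mean was −0.03, and it was 0.01 after thinning, so the sign depended on the scale and on depth. The largest rises were in *Serinc3* (212 to 537 CPM), *Gm8797* (570.0 to 1343 CPM), *Hmgn1* (87.9 to 206 CPM), *Nutf2* (107 to 220.1 CPM) and *Cks1brt* (39.8 to 80.0 CPM), each given as the library labelled WT to the library labelled KO. Those of *Gm8797* and *Cks1brt* are uncertain, since reads can be shared with related sequences. The largest falls were in *Hist1h2ae* (103 to 31.2 CPM), *Xist* (275 to 97.2 CPM), *Gm5483* (726 to 257 CPM), *Stfa2l1* (176 to 66.3 CPM) and *Ceacam1* (69.5 to 26.3 CPM). *Hist1h2ae*, *Gm5483* and *Stfa2l1* belong to families of near-identical genes and are uncertain for the same reason. *Gm5483* and *Stfa2l1* were also among the 10 leading genes of cluster 11, so their totals depend on how many cells fell there. *Xist* depends on the sex of the leukemias, and the Y-linked gene *Eif2s3y*, chosen after *Xist* was seen, went the other way (12.0 and 90.0 CPM).

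The second comparison concerned variability. At the depth of each cell the median CV over robust genes was 2.40 in the library labelled WT and 2.78 in the library labelled KO. The median log2 ratio of CV was 0.21, and 87.7% of genes were above 0. After thinning to 1000 UMIs the medians were 3.36 and 3.43, the median log2 ratio fell to 0.02, and 54.7% of genes were above 0. It moved most in cells matched on total UMIs, to 0.018. By decile of mean expression, the medians ran from 0.18 to 0.24 before thinning and from −0.0025 to 0.054 after it. The median difference in SD of log-normalized expression was 0.045 before and 0.018 after thinning, from median SDs of 0.708 and 0.739 in the libraries labelled WT and KO before it. The genes with the largest log2 ratio of CV after thinning were *Xist* (1.21), *Txndc17* (1.07), *Psmd9* (0.95), *Rrbp1* (0.95) and *AA467197* (0.94), the last of which was among the leading genes of clusters 2 and 11. In *Txndc17* the 10 cells with most UMIs held 3.65% of its UMIs in the library labelled WT and 12.5% in the library labelled KO, where 1 cell had 46 UMIs of it. The same shares were 3.55% and 11.4% in *Xist*, 5.98% and 12.3% in *Psmd9*, 4.24% and 13.9% in *Rrbp1*, and 7.14% and 17.2% in *AA467197*. Mean expression was also lower in the library labelled KO in *Xist* (log2 ratio −1.50), *Rrbp1* (−0.92) and *AA467197* (−0.53), and the CV was not adjusted for the mean.

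**Figure D3:**
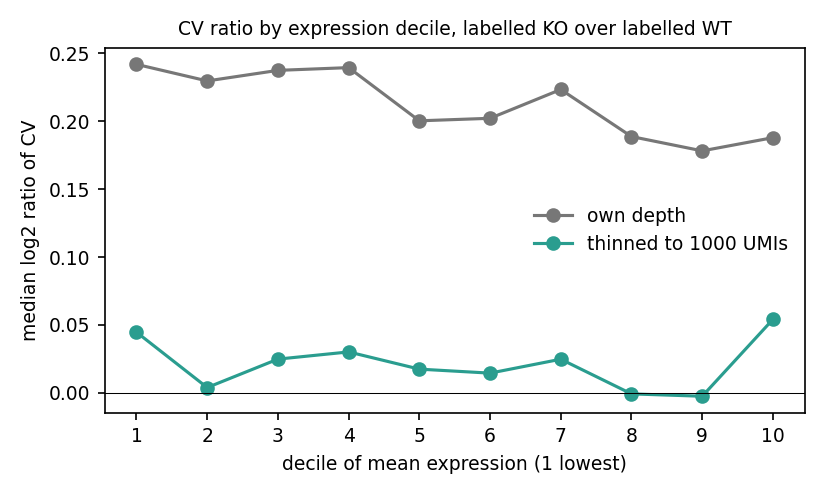
Median log2 ratio of CV (library labelled KO over library labelled WT) by decile of mean expression of robust genes, with each cell at its own depth and with each cell thinned to 1000 UMIs. The medians lie between 0.18 and 0.24 before thinning and between −0.0025 and 0.054 after it.

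The third comparison concerned burst parameters, in which the counting variance is subtracted. The median burst frequency was 0.72 in the library labelled WT and 0.45 in the library labelled KO. The median log2 ratio over 2733 genes was −0.60, with 79.3% of genes below 0. After thinning it was −0.57, over 2714 genes, with 73.6% below 0. It moved most in cells matched on total UMIs, to −0.31. The median burst size was 1.68 in the library labelled WT and 2.82 in the library labelled KO, a median log2 ratio of 0.65, with 80.5% of genes above 0, and 0.62 after thinning. Both parameters thus differed, in opposite directions, and at near-equal mean expression the estimator ties one to the other.

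**Figure D4:**
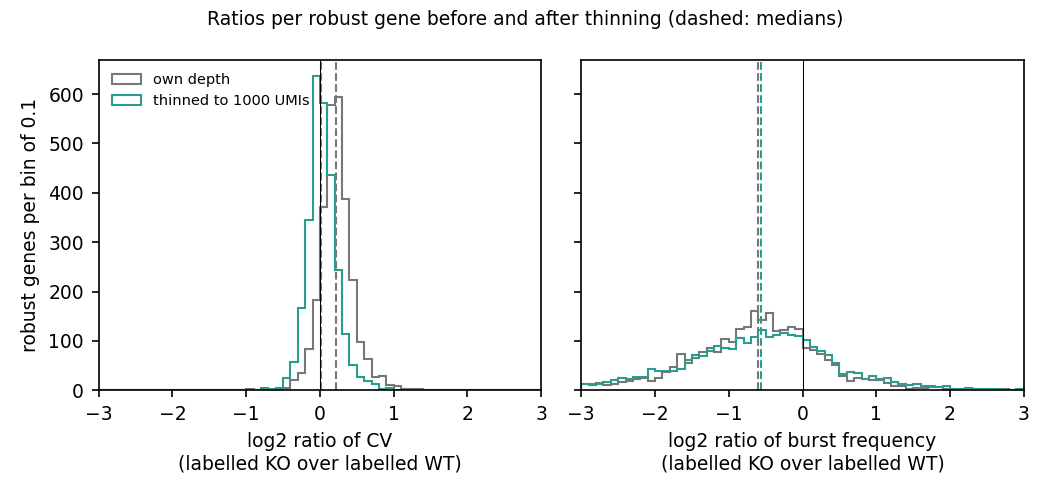
Numbers of robust genes by log2 ratio of CV (left) and of burst frequency (right), library labelled KO over library labelled WT, in bins of 0.1, at own depth and thinned to 1000 UMIs, with dashed lines at the medians; 55 burst frequency ratios at own depth and 92 after thinning lie beyond the axis (−3 to 3). The median of CV moves from 0.21 to 0.02 on thinning, and that of burst frequency from −0.60 to −0.57.

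Dispersion between cells was compared as the median pairwise distance over robust genes. It was 0.585 in the library labelled WT and 0.594 in the library labelled KO, a difference of 0.00836. After thinning to 1000 UMIs the medians were 0.608 and 0.610, and the difference was 0.00278. In cells matched on total UMIs it was 0.00045, the largest move.

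The cells were then divided into 12 clusters. Clusters 2 and 11 were granulocyte-like and cluster 10 was monocyte- or macrophage-like by the preset markers, and the other 9 stayed unnamed. The summed absolute difference in cluster shares between the libraries, divided so that 100% would mean no overlap, was 25.9%. It moved most with 16 clusters, to 35.3%, and the leading genes of 9 of the 12 clusters differed 1.5-fold or more between the libraries, so it is not a comparison of cell types. Only the shares of the other 3 were compared. Cluster 5 held 8.72% (7.85 to 9.65%) of kept cells in the library labelled WT and 9.56% (8.61 to 10.6%) in the library labelled KO. Cluster 8 held 7.35% (6.54 to 8.21%) and 8.24% (7.35 to 9.19%), and cluster 9 held 7.35% (6.54 to 8.21%) and 7.25% (6.42 to 8.15%). The intervals of the libraries overlapped in each of these 3 clusters, but this rests on the 1.5-fold limit, which was set after the values were seen. With a limit of 2-fold, 8 clusters would be compared and in 4 of them the intervals would not overlap: cluster 4 (11.9% in the library labelled WT and 6.63% in the library labelled KO), cluster 7 (5.74% and 12.1%), cluster 10 (8.95% and 5.19%) and cluster 11 (8.10% and 3.81%). Within clusters, the median log2 ratio of CV after thinning lay between −0.02 and 0.05, and was above 0 in 11 of 12. That of burst frequency was below 0 in 12 of 12, from −0.84 to −0.37, and from −0.63 to −0.36 after thinning. These burst medians cover only genes with a value in both libraries. Of the 2737 robust genes that left 2207 to 2604 per cluster at own depth and 1294 to 2047 after thinning.

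The last comparisons used gene lists fixed in advance. The self-renewal list summed to 712 CPM (697 to 727) in the library labelled WT and 673 CPM (655 to 692) in the library labelled KO, a log2 ratio of −0.08 (−0.13 to −0.03), with 6 members higher and 6 lower. Of the alternatives run, none of which thinned or matched depth, it moved most in cells with 1000 or more genes, to −0.13. The members moved apart. *Hoxa9* was lower in the library labelled KO (179 and 120.1 CPM, log2 ratio −0.58, −0.69 to −0.47), as was *Hoxa10* (113 and 86.0 CPM, log2 ratio −0.40, −0.53 to −0.26), and both intervals stayed below 0 in the alternatives run. That was not so for *Meis1* (44.1 and 37.9 CPM, log2 ratio −0.22, −0.43 to −0.01), whose log2 ratio was −0.06 (−0.40 to 0.28) after thinning to 1000 UMIs and −0.26 (−0.55 to 0.02) in cells with 1000 or more genes. *Cd34* was higher (31.9 and 76.0 CPM, log2 ratio 1.25, 1.06 to 1.44). The differentiation list, of which 11 members were analysed, summed to 7.96% of UMIs in the library labelled WT and 7.71% in the library labelled KO, a log2 ratio of −0.05, and its direction reversed to 0.056 when every deposited cell was used. Of its members 2 were higher and 9 lower in the library labelled KO. *Ngp* was higher (log2 ratio 0.24) and *S100a9* (−0.48) and *Lcn2* (−0.84) were lower in the library labelled KO, though *S100a9* and *Lcn2* were among the leading genes of granulocyte-like cluster 11.

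The translation list took 16.9% (16.8 to 16.9%) of UMIs in the library labelled WT and 14.2% (14.2 to 14.2%) in the library labelled KO, and 95 of its 125 genes were lower in the latter. Its median log2 ratio of mean, −0.22, was below that of each of the 10000 random lists, and its median log2 ratio of CV was above each of them at own depth (0.28) and after thinning (0.13). The random lists were matched on mean expression but not on its ratio between the libraries, so the CV result is not separate from the lower mean. The median log2 ratio of burst frequency of the translation list, −0.46, stood at percentile 5.28, and −0.44 after thinning at percentile 5.34. Matching cells on total UMIs reduced the log2 ratio of the summed list from −0.25 to −0.12. The 13 genes of the binding-assay list had a median log2 ratio of mean of −0.07 (percentile 5.88), of CV of 0.24 (percentile 69.1) at own depth and 0.13 (percentile 95.9) after thinning, and of burst frequency of −0.48 (percentile 60.8) and −0.66 (percentile 29.3). Its place among the random lists thus depended on thinning.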

Values the study reported

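The study reported 7360 cells after its filters, 3835 WT and 3525 KO, and a robust set of 2588 genes. Between KO and WT cells it gave a median difference of −0.03 in mean expression, of 0.24 in CV and of −1.15 in burst frequency.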

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

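None of the tests in this part was chosen only after the result was seen, except the comparison of shares of UMIs. *Kat2a* UMIs were found in the cells with under 500 genes, which the comparisons of the report leave out unless every deposited cell is named. The 695 such cells of the library labelled KO held 16 *Kat2a* UMIs, or 24.1 CPM (13.7 to 39.1), while the 203 such cells of the library labelled WT held 0, which allows up to 13.4 CPM (3 counts) and has an exact interval that reaches 16.5 CPM, past the lower end of the other. The signal drew attention because UMIs were present in one library and none were counted in the other, the direction against the label that was seen in kept cells. The library labelled KO held 74.9% of all UMIs of these cells and 100% of their *Kat2a* UMIs (exact interval 79.4 to 100%). That comparison uses the same counts that drew attention, so it is no independent evidence, and whether the libraries differ in these cells is left open. Free RNA from the kept cells stays open as a source. Their level was 95.8 CPM (89.1 to 103), but RNA of the cells' own would dilute free RNA by an unknown share, so the lower value of 24.1 CPM cannot tell these sources apart. Also open is a low level in the types of cell that fall under the filter; in kept cells of the library labelled KO the granulocyte-like clusters 2 and 11 had 19.4 (7.81 to 40.0) and 17.9 (5.82 to 41.8) CPM. The open explanations for *Kat2a* in kept cells apply here too. No biological explanation was tested.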

How the results depend on the processing

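The alternatives that leave out the 5% of cells with the highest Scrublet score, thin the library labelled WT by the ratio of median UMIs or leave out the 10 highest cells per gene, and those of single named genes, were chosen after seeing the data. No paired analysis was possible because there was 1 library per genotype. Scrublet with its own threshold marked 5 cells and was not used as a filter, and the limit on mitochondrial share removed 0 cells, so neither alternative gave a value. With no replicates, a median over genes, a difference or a number was taken as kept when it stayed within 1.5 times of its value in the report, and a log2 ratio of summed UMIs when it stayed within its counting interval. This rule was also set after seeing the data.

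Of 105 values of the main results under alternatives, 64 were kept, 38 moved without changing direction and 3 changed direction. Of 60 values for single named genes, 45 were kept, 15 moved and 0 changed direction.

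The median log2 ratio of CV was 0.081 in cells with 1000 or more genes, 0.018 in cells matched on total UMIs, 0.020 and 0.033 after thinning to 1000 and 1500 UMIs, and 0.049 with the library labelled WT thinned by the ratio of median UMIs. Thinning to a fixed number of UMIs and matching on total UMIs equalize depth by construction. Thinning by the ratio of median UMIs brings only the median depths together. The ratio of CV after thinning was 0.033 at 1500 UMIs and 0.034 with reweighted clusters. It changed direction to −0.0017 in cells with 1000 or more genes and to −0.0038 without the 10 highest cells per gene, so its sign is not settled. The median difference in SD of log-normalized expression was 0.028 in cells with 1000 or more genes, 0.024 in matched cells, 0.018 and 0.016 after thinning to 1000 and 1500 UMIs, 0.027 with genes detected in 5% of cells and 0.070 with genes detected in 20%. The difference in median pairwise distance was 0.0011 in cells with 1000 or more genes, 0.00045 in matched cells, 0.0028 and 0.0021 after thinning to 1000 and 1500 UMIs, 0.0014 over the most variable genes and 0.0023 between pairs of genes.

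The median log2 ratio of burst frequency stayed below 0 in each alternative, from −0.71 to −0.31. Over 20 further random draws of the matched cells it ran from −0.33 to −0.27. It moved to −0.33 in cells with 1000 or more genes and to −0.31 in matched cells, and the median log2 ratio of burst size to 0.37 and 0.41 in the same settings. The median log2 ratio of burst frequency over the binding-assay list moved to −0.17 in matched cells. Mean expression moved from 0.074 to 0.046 with genes detected in 5% of cells. The cause of these moves was not tested.

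The log2 ratio of the differentiation list changed direction to 0.056 with every deposited cell, since cells under the filter carry more of its transcripts and were more numerous in the library labelled KO. It was −0.14 in cells with 1000 or more genes, −0.069 without the cells of highest Scrublet score and −0.061 after scaling to genes under 1% each. The log2 ratio of the translation list was −0.29 with every deposited cell, −0.21 in cells with 1000 or more genes, −0.27 after scaling to genes under 1% each, −0.12 in matched cells, and −0.20 and −0.23 after thinning to 1000 and 1500 UMIs. For the self-renewal list and *Kat2a*, each alternative run kept the value within its counting interval. For the self-renewal list these did not include thinning or matching of depth.

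By construction, the cell filter of 1000 genes kept 2103 cells of the library labelled WT and 1054 of the library labelled KO. The robust set then held 3665 genes, so medians over genes in that setting cover other genes as well as other cells. In the main set of cells the robust set held 4341 genes at 5% and 1421 at 20%. With every deposited cell it held 2592. Depth limits what can be said of rare genes: the log2 ratio of *Kat2b* was −0.68 with an interval that included 0, and −1.45 (−2.98 to −0.19) in cells with 1000 or more genes.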

Other observations

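The tests of *Kat2a*, of sex-linked genes, of isolated high counts and of burst frequency without the highest doublet scores, without the 10 highest cells and over repeated matched draws were chosen after the data had been seen, whereas thinning and matching were planned as settings and were read as tests of depth only after their values for CV and burst frequency were seen.

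*Kat2a* was 7.88-fold higher in the library labelled KO. Depth does not account for this, since the log2 ratio was 3.24 with every cell thinned to 1000 UMIs. Reads of neighbouring genes do not either: no annotated gene overlaps *Kat2a* in GENCODE M21, and the larger log2 ratio of its neighbours *Dhx58* and *Rab5c* was 0.33. A contaminating cell type would raise it in a few clusters, but the smallest log2 ratio over 12 clusters was 1.69. Without the 10 cells of highest count in each library it was 3.05. Within the library labelled KO the level differed between clusters beyond counting error, from 17.9 CPM (5.82 to 41.8) in cluster 11 to 142 CPM (119 to 168) in cluster 8. Free RNA at the same share of UMIs in every cluster would not give this, and an unequal share stays open. What stays open at a log2 ratio of 2.98 is that the excised allele may yield more, or more stable, transcripts that keep the last exon, or that the libraries were assigned the other way round. These cannot be told apart here, because counts per gene do not show which exons were read and no other gene in the files marks the genotype. Under the second, every direction in the report would reverse. Reads over the exons of *Kat2a* would decide between them. The study reported loss of *Kat2a* expression in its KO leukemias by RT-qPCR of exons inside the excised region. It states that the rearranged transcript keeps this platform from measuring the knockout, and it also assayed the last exon in WT and KO leukemias. Those assays concern the leukemias and do not show which barcode number belongs to which genotype.

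The higher CV in the library labelled KO fell from a median log2 ratio of 0.21 to 0.02 once every cell was thinned to 1000 UMIs, and simulated genes with no change gave 0.14 from depth alone. Depth is therefore a candidate explanation of part of the CV difference in these libraries. How large a part stays open, because thinning may also shrink true differences. Simulated genes with a burst frequency lowered 2-fold gave 0.30 at own depth and 0.11 after thinning. The 0.30 includes the effect of depth, which alone gave 0.14 in unchanged genes, so only part of this fall is a loss of true difference. Because the burst estimator already subtracts the counting variance, thinning alone cannot rule out depth as a source of the lower burst frequency. The median log2 ratio of burst frequency was −0.57 after thinning. The value was −0.57 with the library labelled KO reweighted to the cluster shares of the other library, −0.60 without the cells of highest doublet score, −0.60 after scaling to genes that each take under 1% of UMIs, −0.53 without the 10 highest cells per gene and library, and −0.47 within cells that had *Xist* and no Y-linked UMI. A loss of more than 50% of −0.60 was the limit set for an explanation, and none of these reached it. The larger number of shallow cells lies at that limit. In cells matched on total UMIs it was −0.31, or 51.1% of the value, and over 20 further random draws of the matched cells it ran from −0.33 to −0.27 (44.8 to 55.2%), with 14 draws above the limit and the others below. Whether shallow cells account for most of the difference therefore stays open, and they may account for about 50% of it. Combinations of these were not tested. A difference of genotype, and differences between the individual leukemias in each pool, remain open.

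Isolated high counts were a candidate source of variability, since single cells held up to 46 UMIs of *Txndc17* while the next highest cell held 23. Entries of 10 or more UMIs of a robust gene where under 0.5 was expected from its mean numbered 1320 in 1090 cells of the library labelled WT and 1434 in 1158 cells of the library labelled KO, so they were common in both. Leaving out the 10 highest cells per gene and library brought the median log2 ratio of CV after thinning from 0.020 to −0.0038. That of burst frequency went from −0.60 to −0.53 at own depth. After thinning it went the other way, from −0.57 to −0.61, with 1960 genes left that gave a value.

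The pools differed in sex-linked genes. *Xist*, expressed from the inactive X chromosome of female cells, was at 275 CPM in the library labelled WT and 97.2 CPM in the library labelled KO, while the Y-linked gene *Eif2s3y* was at 12.0 CPM (10.1 to 14.2) and 90.0 CPM (83.5 to 96.9). These Y-linked genes were chosen after *Xist* was seen among the largest falls. Cells with both *Xist* and a UMI of 4 Y-linked genes numbered 10 and 14, against 43.8 and 74.7 if the signals were independent, and the larger ratio of observed to independent was 0.23. This is consistent with pools of male and female leukemias in different proportions. *Xist* had the largest ratio of CV after thinning, so part of the variability within a pool may be differences between leukemias, which the files give no way to separate beyond sex.

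Longer genes had lower ratios of the library labelled KO over the library labelled WT. With transcript lengths for 2736 of 2737 robust genes, the median log2 ratio of mean was 0.11 in the shortest genes (up to 1291 nt) and 0.0002 in the longest (from 3013 nt), a difference of −0.112, just past the limit of 0.1 set in advance, and Spearman's rho across genes was −0.14. Genes are not independent replicates. The difference is consistent with a weak length bias between the libraries, and its cause was not tested.

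The cells fell differently over the clusters, and depth did not account for it: the difference in shares was 28.1% when cells were thinned before clustering, against 25.9%. With 1 library per genotype, a cluster mostly of 1 library may be that library and not a cell type, and a genotype difference was not tested. The cells under the filter of 500 genes were rich in granulocyte transcripts. The differentiation list took 245813 CPM in such cells of the library labelled WT and 191718 CPM in those of the library labelled KO, against 79597 and 77124 CPM in kept cells.

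The median difference in burst frequency here was −0.24. That is smaller in size than the value quoted from the study above, and it came from another estimator. The median difference in CV, on linear scaled counts, was 0.32 at own depth and 0.037 after thinning. The study's CV may be on another scale, so these sizes are not compared with its value. The study found no significant difference in burst size. With the estimator used here the median log2 ratio of burst size was 0.65 at own depth. At near-equal mean expression this estimator ties burst size to burst frequency, so the value is no separate evidence against the study's result.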
